# Locus-specific hypomethylation of the mouse IAP retrotransposon is associated with transcription factor-binding sites

**DOI:** 10.1186/s13100-017-0105-0

**Published:** 2017-12-13

**Authors:** Ken-ichi Shimosuga, Kei Fukuda, Hiroyuki Sasaki, Kenji Ichiyanagi

**Keywords:** DNA methylome, Intracisternal A particle, Endogenouse retrovirus, Transcription factor, Spermatogenesis, Mouse

## Abstract

**Background:**

Intracisternal A particle (IAP) is one of the most transpositionally active retrotransposons in the mouse genome, but its expression varies between cell types. This variation is believed to arise from differences in the epigenetic state (e.g., DNA methylation) of the 5′ long terminal repeat (LTR), where transcription starts. However, owing to the high copy number and high sequence similarity between copies, it is difficult to analyze the epigenetic states of individual IAP LTRs in a comprehensive manner.

**Results:**

We have developed a method called Target Enrichment after Post-Bisulfite Adaptor Tagging (TEPBAT) to analyze the DNA methylation states of a large number of individual retrotransposon copies at once. Using this method, we determined the DNA methylation levels of >8500 copies of genomic IAP LTRs (almost all copies that we aimed to target by the PCR primers) in the sperm and tail. This revealed that the vast majority of the LTRs were heavily methylated in both sperm and tail; however, hypomethylated copies were more frequently found in the sperm than in the tail. Interestingly, most of these hypomethylated LTRs were solo-type, belonged to specific IAP subfamilies, and carried binding sites for transcription factors (TFs) that are active in male germ cells.

**Conclusions:**

The current study revealed subfamily- and locus-specific hypomethylation of IAP LTRs, and suggests that binding of TFs is involved in the protection from DNA methylation, whereas the IAP internal sequence enhances methylation. Furthermore, the study demonstrated that TEPBAT offers a cost-effective method for a variety of DNA methylome studies that focus on retrotransposon sequences.

**Electronic supplementary material:**

The online version of this article (10.1186/s13100-017-0105-0) contains supplementary material, which is available to authorized users.

## Background

Approximately 40% of the mammalian genome comprises several million copies of retrotransposons [1], which include long terminal repeat (LTR) retrotransposons, long interspersed elements, and short interspersed elements. These retrotransposons are amplified by retrotransposition, a process in which their transcribed RNA is utilized to make a DNA copy by reverse transcription. It has been reported that retrotransposition causes heritable diseases, such as hemophilia A and B, muscular dystrophy, and X-linked agammaglobulinemia in humans [2]. In mice, 10–12% of spontaneous mutant alleles arise as a result of the retrotransposition of LTR retrotransposons, such as intracisternal A particle (IAP), early transposon (ETn), and MusD [3]. To diminish the transpositional activity, retrotransposon expression can be epigenetically regulated at the transcriptional level by DNA methylation at CpG sites and by repressive histone modifications. A knockout mutation of the mouse *Dnmt1* gene, which encodes a maintenance-type DNA methyltransferase, has been shown to cause derepression of IAP in whole embryos because of a passive loss of DNA methylation [4]. Likewise, several LTR retrotransposons are derepressed in mouse embryonic stem cells having deletion of the *Setdb1* gene, which encodes a protein methyltransferase acting on the lysine-9 residue of histone H3 (H3K9). The derepression is attributable to the loss of H3K9 trimethylation at the LTRs [5, 6].

The mouse genome contains approximately 4000 copies of full-length or nearly full-length IAP, which consist of two LTRs at both ends and an internal sequence carrying *gag*, *pro*, and *pol* genes. In addition, the genome contains approximately 5000 copies of solo LTRs of IAP, where an LTR alone is present. The sequence of IAP LTR is 300- to 450-bp long, and contains 15–25 CpG sites. In somatic cells, the vast majority of these CpG sites are heavily methylated, and consequently, IAP expression level is very low [4]. However, it has been reported that a small fraction of LTRs escape methylation with significant variation between individuals; sometimes they behave as metastable epialleles (i.e., LTR copies in the *A* ^*vy*^ *, A* ^*iap*^, and *Axin* ^*fu*^ loci) [7, 8]. Conversely, higher IAP expression is detected in preimplantation embryos (from the 8-cell to blastocyst stages) [9] and in prospermatogonia and spermatogonia [10], which are precursors of spermatozoa. Although DNA methylation levels in IAP copies are indeed low in blastocysts, those in spermatogonia are high [11–13]. Therefore, it is possible that in spermatogonia, some specific IAP copies are hypomethylated to serve as a source of IAP expression, whereas the vast majority remains highly methylated. It would be therefore interesting to analyze the methylation levels in individual IAP copies in a genome-wide manner, rather than to analyze them in bulk (via PCR using primers for the IAP consensus sequence). The development of the whole-genome bisulfite shotgun sequencing method offers an opportunity to analyze DNA methylation levels in individual IAP copies (i.e., the IAP methylome). However, the cost to obtain sufficient sequence depth is high. To reduce the cost while maintaining the comprehensive depth that is required, a method called high-throughput targeted repeat element bisulfite sequencing (HT-TREBS) [14] was recently developed. The study confirmed the high level of DNA methylation at vast majority of IAP LTRs, while a small subset are hypomethylated. However, the mechanism underlying their hypomethylation remains unknown.

In the present study, we determined the IAP methylomes in germ and somatic cells using a method where IAPs and their flanking sequences were selectively amplified using a random primer and an IAP-specific primer after bisulfite treatment of genomic DNA. Deep sequencing analysis revealed that specific IAP subfamilies were hypomethylated, whereas a vast majority were highly methylated. Most of the hypomethylated copies were solo LTRs and carried binding motifs for specific transcription factors (TFs). We discuss a possible role of TFs in protecting these copies from methylation and a role for the internal sequence in recruiting methylation enzymes.

## Results

### Determination of DNA methylation levels of IAP LTR copies by the TEPBAT method

To selectively obtain bisulfite sequencing data for the IAP LTR sequences, we developed a method that was modified from the PBAT library preparation method designed for whole-genome bisulfite sequencing [15]. In our method (Fig. 1a), designated as TEPBAT (Target Enrichment after Post-Bisulfite Adaptor Tagging), the first DNA strand was synthesized using bisulfite-treated DNA as a template and the *tag-plus-random* primer, which consisted of a random tetramer and a specific tag sequence. The random tetramer end of the primer enabled genome-wide synthesis of the first DNA strand. In the second step, IAP-containing regions were selectively amplified by PCR with the IAP-specific primer and tag-sequence primer (which was almost same as the *tag-plus-random* primer, but did not contain the random tetramer sequence).

**Fig. 1:**
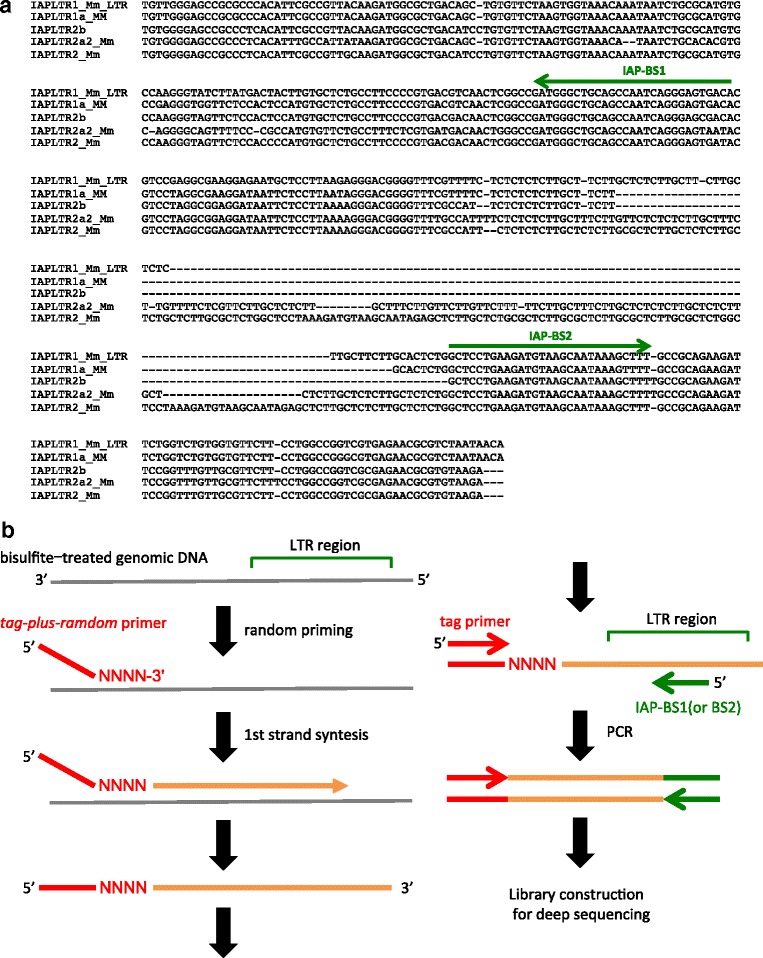
Experimental design of TEPBAT. **a** Nucleotide sequence alignment of the consensus sequences of IAPLTR1, IAPLTR1a, IAPLTR2, IAPLTR2a2, and IAPLTR2b. The primer regions and orientations (IAP-BS1 and IAP-BS2) used in TEPBAT are indicated as green arrows. **b** Experimental design to enrich IAP regions in the bisulfite-treated genomic DNA. After bisulfite treatment, the first DNA strand was synthesized using the *tag-plus-random* primer, and the IAP regions were amplified by PCR using the specific primer (green arrow) and tag primer (red arrow)

Genomic copies of the IAPLTR1_Mm_LTR (referred to as IAPLTR1), IAPLTR1a_MM (IAPLTR1a), IAPLTR2_Mm (IAPLTR2), IAPLTR2a2_Mm (IAPLTR2a2), and IAPLTR2b subfamilies comprise more than half of the total IAP LTRs in the genome (see Fig. 2a) and are less diverged because of recent retrotransposition. Therefore, in the present study, we targeted these copies for methylation analysis. To selectively amplify these copies, the IAP-BS1 and IAP-BS2 primers were designed in regions that are highly conserved among the subfamilies (Fig. 1b). IAP-BS1 was designed in the reverse orientation to amplify the 5′ region and the upstream flanking sequence, whereas IAP-BS2 was designed in the forward orientation to amplify the 3′ region and the downstream flanking sequence. We note that the IAP-BS2 primer could hybridize to IAPEY_LTR (IAPEY) and IAPEY2_LTR (IAPEY2) weakly. The PCR products were ligated to the sequencing adaptor, and paired-end deep sequencing was performed on HiSeq2500 so that one of the paired reads facilitated mapping uniquely to the genome, whereas the other contained the IAP sequence.

**Fig. 2:**
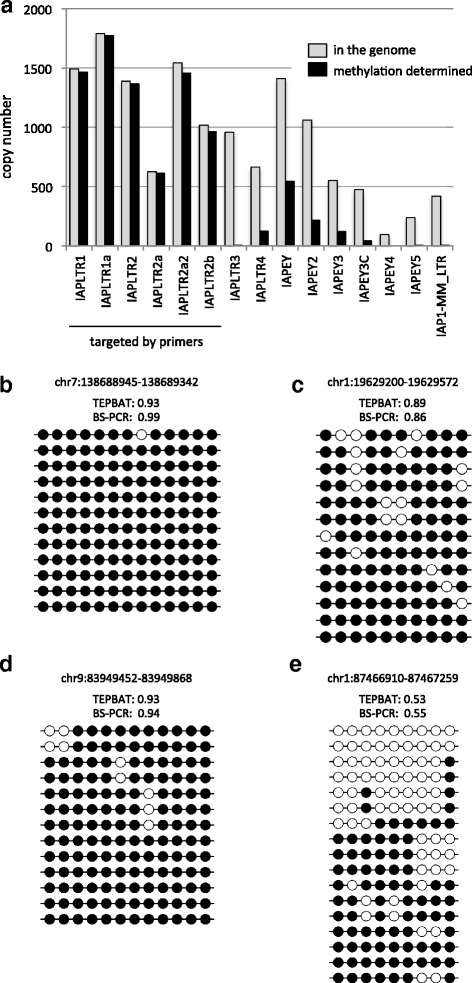
DNA methylation levels of individual IAP LTR copies. **a** The number of LTR copies of the subfamilies. The numbers of the total genomic copies are shown in gray and those for which methylation levels were analyzed (total CpG methylation calls of ≧20) are shown in black. **b**-**e** Bisulfite-PCR results for selected loci in the tail DNA. Closed and open circles indicate methylated and unmethylated CpG sites, respectively. Each row represents a clone of bisulfite-PCR products. The genomic location (mm10) of the loci and their methylation levels (expressed as a fractional value) determined by TEPBAT and bisulfite-PCR (BS-PCR) are shown

To investigate and compare the IAP methylation profiles of germ and somatic cells, we prepared genomic DNAs from the sperm and tail of the same male mouse (the C57BL6/J strain). Using these DNAs, we obtained 86 and 81 million sequencing read pairs, respectively. 

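TEPBAT reads bisulfite-converted genomic DNA after random priming and a PCR with a primer inside the IAP LTR, so that each fragment joins part of an LTR to the sequence beside it. The data are 1 sperm library and 1 tail library from the same C57BL6/J male. The authors trimmed the reads, mapped them to mm10 with Bismark, dropped pairs that mapped to more than 1 place and deposited, for each CpG position on each strand, the percent methylation and the counts of methylated and unmethylated calls. The sperm file holds 754507 positions with 83978828 methylated and 11765585 unmethylated calls. The tail file holds 959191 positions with 48920731 methylated and 6445922 unmethylated calls. Over all positions in the files the median was 2 calls in sperm and 1 call in tail. LTR copies were taken from 2 sources. The first is Table S1, of which the first 1997 of the 28601 rows were used, on chromosome 1 and the start of chromosome 10. The second is a genome-wide set of 13232 copies, found by blastn with the Table S1 LTR sequences on GRCm38, the assembly of mm10. On chromosome 1 this search found 870 of 872 LTRs of Table S1 of at least 250 bp, with the same subfamily for 97.1% and the same LTR type for 98.7%. Of the 1997 rows, 1734 lie on chromosome 1, and only the match of a sequence to its own place was left out. The check therefore does not show how many copies were missed on other chromosomes. Unless Table S1 is named, values below come from the genome-wide set. The level of an LTR is the mean of the levels of its covered CpG positions, for LTRs with at least 20 calls. With 1 library per tissue there is no replicate, so every test compares these libraries and not the tissues, and LTR copies are not replicates. PCR reads without molecular identifiers are not independent molecules, so binomial intervals cover counting error only.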

After removing the primer sequences (including the region of the random tetramer) and low-quality nucleotides, the read pairs were mapped to the mouse genome sequence to call the methylation state of each CpG site (see Methods). 

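In the LTRs measured in both libraries, the reads covered a mean of 10.1 CpG positions per LTR in sperm and 10.5 in tail. The calls per covered position were 945.4 in sperm and 536.9 in tail. An LTR had a mean of 9584 calls in sperm and 5615 in tail, but the median was 4026 in sperm and 2464 in tail. The 10th percentile was 308 calls in sperm and 217 in tail.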

On average, about 10 CpG sites in an LTR were covered by the reads with an average sequencing depth of about 320 (yielding about 320 × 10 = 3200 methylation calls). To calculate the methylation level at individual IAP LTRs (expressed as a fractional value [0.00–1.00] and calculated by dividing the methylated cytosine calls by a sum of methylated and unmethylated cytosine calls), the methylation levels at CpG sites within an LTR were averaged. 

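An LTR level can be taken as the mean over CpG positions or from all calls of the LTR summed. Both were computed for the LTRs of Table S1. The summed calls gave the paper's Table S1 value within 0.005 for all 792 sperm LTRs and all 778 tail LTRs that have one. The mean over positions lay within the same limit for 165 of the sperm LTRs and 125 of the tail LTRs, with a median absolute difference of 0.02 in sperm and 0.024 in tail. The largest difference was 0.403 in sperm and 0.427 in tail.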

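In the genome-wide set, 8573 LTRs had at least 20 calls in sperm and 8387 in tail. Of the LTR rows of Table S1 used here, 792 passed in sperm and 778 in tail, the LTRs for which the table gives a value.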

LTRs with <20 CpG methylation calls were excluded from the analysis, retaining the methylation data of 8698 and 8517 LTRs for the sperm and tail, respectively. 

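Both libraries measured 8230 LTRs of the genome-wide set and 765 LTRs of the part of Table S1 used here.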

For comparative analysis, we focused on 8153 LTRs whose methylation levels could be analyzed in both samples. These LTRs included >97% of genomic copies of the targeted IAP subfamilies (IAPLTR1/1a/2/2a/2a2/2b), and 40 and 20% of genomic IAPEY and IAPEY2 LTRs, respectively (Fig. 2a). 

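Of the 7595 copies found of the 6 targeted subfamilies, 7504 were measured in both libraries, which is 98.8%. The share was 99.3% for IAPLTR1, 99.6% for IAPLTR1a, 99.1% for IAPLTR2, 99.8% for IAPLTR2a, 98.0% for IAPLTR2a2 and 97.0% for IAPLTR2b. IAPEY and IAPEY2 match the IAP-BS2 primer less well. Of 1223 IAPEY copies 395 were measured, which is 32.3%, and of 984 IAPEY2 copies 145, which is 14.7%. The shares for IAPEY3 and IAPLTR4, which were not targeted, were 13.5% and 11.7%.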

To validate the acquired methylation data, we determined the methylation levels of selected LTR loci by bisulfite-PCR using the tail DNA. This data was consistent with the TEPBAT data (Fig. 2b-e).

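The loci of Fig. 2b to 2e are 3′ LTRs of IAPLTR1 elements. The LTR on chromosome 7 (Fig. 2b), in intergenic sequence, had a tail level of 0.934 from 7444 calls. The LTR on chromosome 1 of Fig. 2c, also intergenic, had a tail level of 0.922 from 618 calls. The LTR on chromosome 9 (Fig. 2d) lies in an intron of Bckdhb, which encodes a subunit of the branched-chain keto acid dehydrogenase, and had a tail level of 0.933 from 2249 calls. The LTR on chromosome 1 of Fig. 2e, 3012 bp from the cartilage gene Snorc, stood apart with a tail level of 0.596 from 2735 calls, while its sperm level was 0.927. From summed calls the tail levels were 0.931, 0.89, 0.933 and 0.52 in the same order, with exact 95% intervals of 0.925 to 0.936, 0.863 to 0.914, 0.922 to 0.943 and 0.501 to 0.539.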

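Most IAP LTRs were highly methylated in both libraries. In sperm 6300 of 8230 LTRs were above 0.8, which is 76.5% (exact 95% binomial interval 75.6 to 77.5). In tail 7111 were above 0.8, which is 86.4% (85.6 to 87.1). The median LTR level was 0.873 in sperm and 0.903 in tail. With summed calls, the shares above 0.8 were 81.1% in sperm and 93.2% in tail.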

High-throughput analysis revealed that 6677 (80% of the total LTRs analyzed) and 7726 (93%) LTRs exhibited methylation levels of >0.8 in the sperm and tail, respectively (Fig. 3a, b). This is consistent with the notion that IAP LTRs are generally methylated. However, a small fraction of LTRs showed medium (0.2–0.8) and low (≦0.2) methylation levels. 

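An LTR that was low in sperm was rarely low in tail. A single LTR was at or under 0.2 in both, a solo IAPEY2 LTR on chromosome X from 55930760 to 55931084 (mm10) with a level of 0.117 from 44 calls in sperm and 0.031 from 369 calls in tail. With summed calls there were 2, this LTR and an IAPLTR1 3′ LTR on chromosome 3, locus4 of the paper. These LTRs were named after their values were seen.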

Hypomethylation (methylation level ≦0.2) was tissue-specific, and only three LTR copies were hypomethylated in both the sperm and tail (Fig. 3c). In the sperm, 43 and 1612 LTR copies showed low and medium methylation levels, respectively (Fig. 3a), whereas 14 and 612 copies showed low and medium methylation levels in the tail, respectively (Fig. 3b). Therefore, although generally hypermethylated, the IAP LTR methylation level is relatively low in germ cells as compared to somatic cells.

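Low levels were rare and fell mostly on different LTRs in sperm and tail. In sperm 39 LTRs were low and 1891 medium, and in tail 6 were low and 1113 medium. Low LTRs made up 0.474% of the measured LTRs in sperm (exact 95% interval 0.337 to 0.647) and 0.0729% in tail (0.0268 to 0.159). Among LTRs with at least 100 calls in both libraries, the 10 lowest in sperm had tail levels of 0.726 to 0.983. The lowest was a solo IAPEY LTR on chromosome 8 from 42217149 to 42217495, with no methylated call among 390 in sperm and a tail level of 0.917. A solo IAPEY LTR on chromosome 4, 66820 bp from Cylc2, which encodes a protein of the sperm head, had levels of 0.057 in sperm and 0.966 in tail. A solo IAPLTR2a2 LTR on chromosome 10 from 113272622 to 113273089 had 0.046 in sperm and 0.791 in tail. In tail, a solo IAPLTR2 LTR on chromosome 17 from 33981269 to 33981684 had 0.006 against 0.736 in sperm. A solo IAPLTR2 LTR on chromosome 6, 22000 bp from Creb3l2, which encodes a membrane-bound transcription factor, had 0.021 in tail and 0.577 in sperm. The low count in sperm depends on thinly covered LTRs, since it was 21 with at least 100 calls. With summed calls the tail had 10 low and 548 medium LTRs.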

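The sperm level was below the tail level in 5148 of 8230 LTRs, which is 62.6%, and the median of sperm minus tail was -0.026. Solo LTRs had no lower median in sperm, with 0.896 against 0.893 in tail. The medians were 0.859 in sperm and 0.909 in tail for 5′ LTRs, and 0.874 and 0.903 for 3′ LTRs. The gap was widest for IAPEY, with medians of 0.806 in sperm and 0.924 in tail and a median difference of -0.105. IAPLTR1a followed with a median difference of -0.036 and IAPLTR2a2 with -0.032. The median difference of the 69 IAPLTR4 LTRs went slightly the other way, with 0.007. At the level of single LTRs, 542 were called lower in sperm and 154 lower in tail. A call needed an adjusted p under 0.05 (Fisher's exact test on summed calls, two-sided, Benjamini-Hochberg) and a difference of at least 0.2. The difference and its direction came from the mean over positions, not from the summed calls that were tested. Summed calls weight the parts of an LTR by their calls, and the libraries differed in this. In 5′ LTRs the part upstream of the midpoint held 46.0% of the calls in sperm and 63.6% in tail. With the level also taken from summed calls, 507 were called lower in sperm and 119 lower in tail. With the mean over positions and LTRs shortened by 20 bp the counts were 570 and 285. IAPEY held 144 of the 542 LTRs lower in sperm, 36.5% of its measured copies, and IAPLTR2a2 held 158, which is 10.6%. Shares in smaller untargeted subfamilies were 21.7% for IAPLTR4, 20.7% for IAPEY3C, 18.6% for IAPEY3 and 13.8% for IAPEY2. The other targeted subfamilies had 1.4% to 7.0%. In IAPLTR4, 15 LTRs were called lower in sperm and 6 lower in tail, against the sign of its median difference. In Table S1, 43 LTRs were called lower in sperm and 10 lower in tail. A 5′ IAPEY LTR on chromosome 1 from 147944129 to 147944510 had 0.025 in sperm and 0.983 in tail, and a solo IAPLTR2a2 LTR in an intron of Rabgap1l, which encodes a Rab GTPase-activating protein, had 0.143 and 0.84. In the other direction, a solo IAPLTR2b LTR in an intron of Atp6v1h, which encodes a subunit of the vacuolar proton pump, had 0.857 in sperm and 0.368 in tail over 3 positions. From the larger numbers of low and medium LTRs in sperm, the paper concludes that the LTR level is relatively low in germ cells compared with somatic cells.

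**Figure D1:**
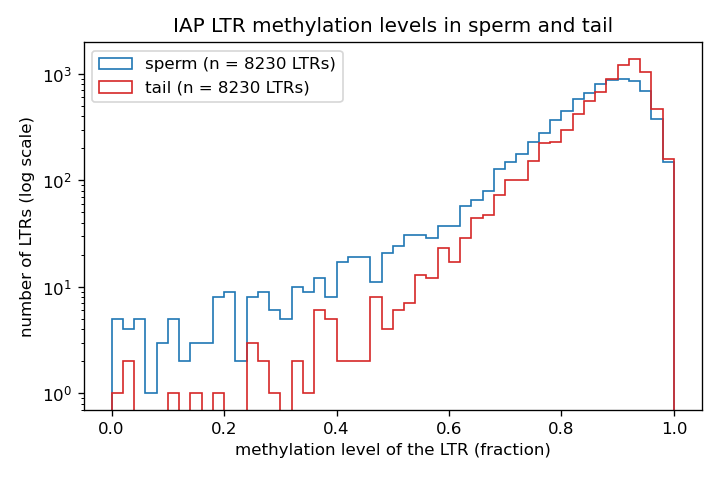
Methylation levels of IAP LTRs measured in both libraries. The x-axis is the level of an LTR as a fraction, the y-axis the number of LTRs on a log scale, and the lines are sperm and tail. Both peak near the top of the range, and sperm has more LTRs at low and medium levels.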

**Fig. 3:**
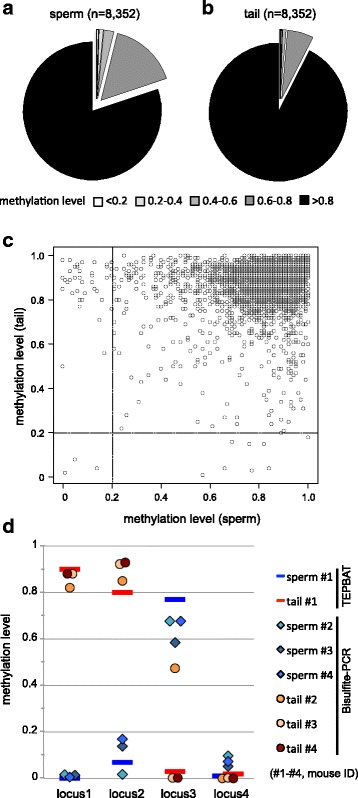
IAP LTR methylation landscape. **a**, **b** Pie charts of LTR copies categorized by their methylation levels in the sperm (**a**) and in the tail (**b**). Methylation levels are indicated at the bottom. **c** Scatter plot of DNA methylation levels of IAP LTR copies (*n* = 8153) in the sperm and tail (x- and y-axis, respectively). **d** Bisulfite-PCR results for selected loci in the sperm and tail in different individuals (mouse ID #2, #3, and #4). These individuals are different from the one (mouse ID #1) used for TEPBAT analysis. Brue (sperm) and red (red) bars indicate the methylation levels determined by TEPBAT. Blue (sperm) and red (tail) circles indicate the methylation levels of three individuals determined by sequencing of 10 to 16 PCR clones. The genomic location (mm10) of the loci are as follows: locus1, chr8:42,217,148-42,217,495 (IAPEY); locus2, chr18:87,502,570-87,503,025 (IAPLTR2a2); locus3, chr13:4,942,652-4,943,122 (IAPLTR2); locus4, chr3:96,489,247-96,489,584 (IAPLTR1)

The IAP LTR methylation levels could vary between individuals. Therefore, different individuals were analyzed for several LTR loci in the tail and sperm by bisulfite-PCR (Fig. 3d). The methylation levels at locus3 (IAPLTR2) in tail showed significant variation between individuals (0.47 in individual #2, whereas 0.03 in individual #1 and <0.01 in individuals #3 and #4). However, the methylation levels at other loci were largely conserved among the four individuals analyzed.

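The mouse of the TEPBAT libraries is individual #1. Its locus3, a solo IAPLTR2 LTR on chromosome 13 from 4942652 to 4943122 (mm10), overlaps an exon of the lincRNA gene Gm47450. The tail level was 0.106 over 11 positions, and 274 of 9061 summed calls were methylated, which is 0.03 (exact 95% interval 0.027 to 0.034). The sperm level of the same LTR was 0.751 from 24944 calls.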

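In the library mouse, locus1, a solo IAPEY LTR on chromosome 8 from 42217148 to 42217495, had a sperm level of 0.0 from 390 calls (exact 95% interval up to 0.009) and a tail level of 0.917 from 248 calls. For locus2, a solo IAPLTR2a2 LTR on chromosome 18 from 87502570 to 87503025, the sperm level was 0.137 from 215 calls and the tail level 0.787 from 188 calls. From summed calls the levels of locus2 were 0.074 in sperm (exact 95% interval 0.043 to 0.118) and 0.798 in tail. Over positions with at least 5 calls its sperm level was 0.206. For locus4, a 3′ IAPLTR1 LTR on chromosome 3 from 96489247 to 96489584, the levels were 0.258 in sperm and 0.269 in tail. Summed over 41759 and 19041 calls they were 0.013 and 0.017. Over positions with at least 5 calls the level was 0.013 in sperm but 0.299 in tail. The other individuals of Fig. 3d were measured by bisulfite-PCR and were not analysed here.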

### Solo LTRs of specific subfamilies display hypomethylation

We investigated whether each subfamily showed specific methylation profiles. The median methylation level was >0.8 for all subfamilies (Fig. 4a, b); however, we found that IAPEY and IAPLTR2a2 in the sperm and IAPLTR2 in the tail contained some hypomethylated loci. Indeed, out of the 43 hypomethylated LTRs in the sperm (methylation level of ≦0.2), 23 (53%), and 13 (30%) belonged to IAPEY and IAPLTR2a2, respectively (Fig. 4c). 

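IAPEY and IAPLTR2a2 had the lowest sperm medians. The sperm median of IAPEY was 0.806 (95% interval of the median 0.786 to 0.83), with an interquartile range of 0.557 to 0.917, and that of IAPLTR2a2 was 0.821 (0.813 to 0.83), with 0.728 to 0.895. The sperm medians of IAPLTR1, IAPLTR1a, IAPLTR2, IAPLTR2a and IAPLTR2b were 0.907, 0.874, 0.871, 0.872 and 0.865. In tail the median of IAPEY was 0.924 and that of IAPLTR2a2 0.856, the lowest of the targeted subfamilies. IAPLTR2 had a tail median of 0.891 (0.888 to 0.896).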

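IAPEY supplied most of the low LTRs in sperm, with 24 of 39, which is 61.5%. IAPLTR2a2 held 7, IAPEY2 5, IAPLTR2b 2 and IAPEY3 1. The 24 low copies are 6.08% of the measured IAPEY LTRs, whereas the 7 low copies are 0.47% of the measured IAPLTR2a2 LTRs. Random lists of the size of IAPEY, matched on calls, held a median of 5 low LTRs and at most 16 in 10000 lists. The paper singled out IAPEY and IAPLTR2a2 by their low copies in this same sperm library, so such lists are no independent test. The lists were not matched on the number of covered positions. The lowest IAPEY copy had 6 covered positions in sperm, while the low IAPEY copies had a median of 24 CpG sites. Such levels describe a part of the LTR. For IAPLTR2a2 the outcome depends on the LTRs the lists are drawn from. Lists from all measured LTRs, which include the low IAPEY copies, held a median of 8, and 69.79% of them held at least 7. With summed calls IAPLTR2a2 held 11 low LTRs and 12.84% of such lists reached that number. Lists drawn outside IAPEY, a choice made after seeing the data, held at least 7 in 3.56% of cases, and at least 11 with summed calls in 0.04%. Lists drawn from the targeted subfamilies, also chosen after seeing the data, held at least 7 in 0.07% of cases. With at least 100 calls IAPEY held 11 low LTRs.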

In the tail, 7 (50%) out of the 14 hypomethylated LTRs belonged to IAPLTR2 (Fig. 4d). Therefore, even though most subfamilies showed high methylation levels, a fraction of copies of the specific subfamilies were hypomethylated. 

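IAPLTR2 held 4 of the 6 low LTRs in tail, which is 66.7%, and IAPLTR1a and IAPEY2 held 1 each. Random lists of the size of IAPLTR2, matched on calls, held a median of 1 low LTR, and 0.78% of 10000 lists held at least 4. The paper singled out IAPLTR2 by its low copies in this same tail library, so the lists are no independent test. The 4 copies are 0.31% of the 1291 measured IAPLTR2 LTRs.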

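Of 1223 IAPEY copies found, 689 were on the Y chromosome, which is 56.3%, and 534 on the others.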

IAPEY is a relatively young subfamily accumulated in the Y chromosome [16] with 60% of ~1400 genomic copies being in the Y chromosome (Additional file 1: Figure S1). Because the fraction of analyzed IAPEY copies was small (Fig. 2a), it should be noted that the number of hypomethylated IAPEY copies may be underestimated. 

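Measured IAPEY copies came mostly from outside the Y chromosome, with 345 of 395 copies, which is 87.3%. The 50 measured copies on the Y chromosome had a median of 124 calls in sperm, against 650 for the others.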

The Y-chromosome copies are more divergent than those in autosomes (Additional file 1: Figure S1), and most (75%) of the copies of which methylation levels were determined reside in autosomes. Consequently, almost all of the copies showing hypomethylation in sperm are also autosomal.

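No low LTR lay on the Y chromosome in sperm or in tail, and all 24 low IAPEY copies in sperm were on other chromosomes. The sperm median of IAPEY was nevertheless lower on the Y chromosome, 0.626 (95% interval of the median 0.515 to 0.705), than on the others, 0.828 (0.803 to 0.85). The difference of the means was -0.104 (permutation test across copies, two-sided, p = 0.0068). The tail medians were 0.89 and 0.93.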

**Fig. 4:**
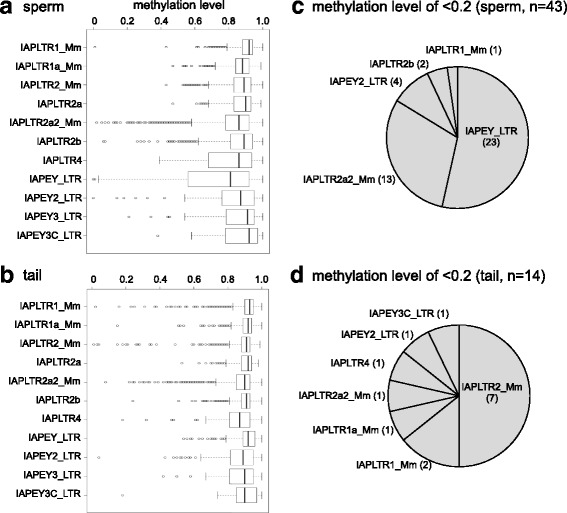
Specific subfamilies are enriched in hypomethylated copies. **a**, **b** Box plots of DNA methylation levels of IAP subfamilies in the sperm (**a**) and in the tail (**b**). **c**, **d** Subfamily distributions of hypomethylated copies (methylation level < 0.2) in the sperm (**c**) and in the tail (**d**) are shown in pie charts. The numbers in parentheses indicate actual copy numbers

Even in these subfamilies, most loci were heavily methylated. To elucidate the mechanism of hypomethylation, we analyzed the sequence features of the hypomethylated loci. First, because LTR sequences exist as a terminal repeat or as a solo LTR, we determined whether these features affect methylation levels. We manually annotated all IAP LTRs in the genome as 5′ LTR, 3′ LTR, or solo LTR (Additional file 2: Table S1). The 8153 LTRs, for which methylation levels were determined in both tissues, included comparable numbers of 5′ LTRs, 3′ LTRs, and solo LTRs (2820, 2760, and 2573 copies, respectively). However, solo LTRs were significantly enriched with hypomethylated loci; for example, 36 (84%) and 10 (71%) of hypomethylated loci in the sperm and tail, respectively, were solo LTRs (Fig. 5a, b). On the other hand, 5′ and 3′ LTRs were less frequently hypomethylated. 

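The LTRs measured in both libraries comprised 2913 5′ LTRs, 2750 3′ LTRs and 2502 solo LTRs, and 65 LTRs with internal sequence on both sides. The sperm medians were 0.859 for 5′ LTRs (95% interval of the median 0.855 to 0.862), 0.874 for 3′ LTRs (0.872 to 0.878) and 0.896 for solo LTRs (0.892 to 0.9). In tail they were 0.909, 0.903 and 0.893, and with summed calls 0.912, 0.92 and 0.914, so the order of the types in tail depends on the level used.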

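Low LTRs were mainly solo LTRs in both libraries. In sperm 35 of 39 low LTRs were solo, which is 89.7%, and in tail 5 of 6. This is 1.4% of the solo LTRs in sperm (exact 95% interval 0.976 to 1.94) and 0.2% in tail (0.0649 to 0.466). Random lists of the size of the solo LTRs, matched on calls, held a median of 13 low LTRs in sperm and at most 26 in 10000 lists. In tail they held a median of 2, and 1.21% of the lists held at least 5. The paper reported the excess of solo LTRs in these same libraries, so the lists are no independent test of it. With lists matched on subfamily too, a choice made after seeing the data, the sperm median was 20 and the highest 32, and 2.29% of the tail lists held at least 5. With summed calls 8 solo LTRs were low in tail.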

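In sperm 4 of the 5′ LTRs were low, which is 0.137% (exact 95% interval 0.0374 to 0.351), and none of the 3′ LTRs, which allows up to 0.134% by the same interval. In tail none of the 5′ LTRs was low and 1 of the 3′ LTRs, which is 0.0364%. The sperm counts of 5′ and 3′ LTRs depend on the level used, since they were 2 and 1 with summed calls, 2 and 2 with positions of at least 5 calls and 5 and 2 with LTRs shortened by 20 bp.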

For these hypomethylated copies, it was generally observed in both sperm and tail that only one LTR was hypomethylated whereas the other in the same element was hypermethylated (Fig. 5c, d), suggesting that methylation levels of the 5′ and 3′ LTRs in an element are regulated independently of each other.

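Across 241 elements of Table S1 with 1 measured 5′ LTR and 1 measured 3′ LTR, the levels of the pair were related in sperm (Spearman's rho 0.414, two-sided permutation p = 1e-05, the smallest the permutations can give) and more weakly in tail (rho 0.159, permutation p = 0.014). The tail relation did not pass with at least 100 calls, where rho was 0.112. Across 1958 elements of the genome-wide set, a set chosen after seeing the data, rho was 0.315 in sperm and 0.099 in tail. Elements are not replicates. The permutations shuffled elements across subfamilies, whose sperm medians differ, for example 0.907 for IAPLTR1 and 0.821 for IAPLTR2a2. These correlations therefore cannot separate a relation within elements from differences among subfamilies. In that set 1 element had a low LTR in sperm, an IAPEY element on chromosome 1 with 0.037 in its 5′ LTR and 0.818 in its 3′ LTR. In tail it was an IAPLTR1a element on chromosome 16 with 0.967 in its 5′ LTR and 0.144 in its 3′ LTR. No element had low levels in both LTRs. In Table S1, an IAPEY element on chromosome 1 had 0.025 in sperm in its 5′ LTR and 0.149 from 36 calls in a 3′ LTR fragment from 147943806 to 147943851, whose summed calls gave 0.333. From elements with 1 low LTR, the paper proposes that the 5′ and 3′ LTRs are regulated independently.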

**Fig. 5:**
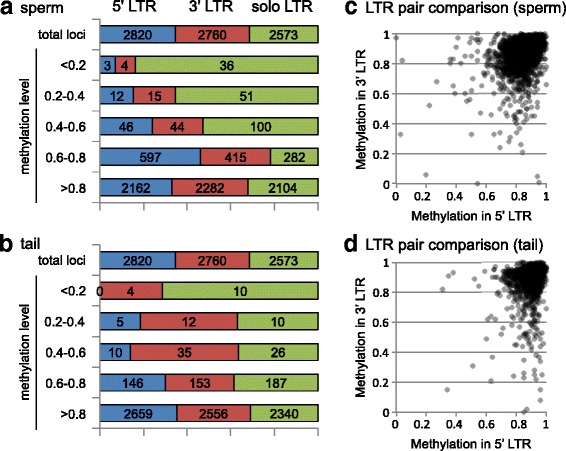
LTR features and DNA methylation. The LTR copies (*n* = 8153) are categorized into 5′ LTR (blue), 3′ LTR (red) and solo LTR (green) and into five groups according to their methylation levels in the sperm (**a**) and in the tail (**b**). The numbers indicate actual copy numbers. (**c**, **d**) Comparison of methylation levels in sperm (**c**) and tail (**d**) in the two LTRs within the same elements. For IAP copies having both 5′ and 3′ LTRs, the methylation levels in the 5′ LTRs (x axis) are plotted against those in the 3′ LTRs (y axis)

It should be noted that even for solo LTRs of the specific subfamily, not all loci were hypomethylated. Therefore, for these solo LTRs, we investigated whether some genomic and epigenomic features were associated with hypomethylation. However, we did not find a strong correlation while analyzing their locations relative to genes (i.e., promoter, exon, intron, and intergenic), the distance to the nearest transcriptional start site, GC content of their neighboring regions (in 1-, 10-, or 100-kb bins), the number of CpG sites in their neighboring regions (in 1-, 10-, or 100-kb bins), the nucleotide divergence compared to the respective consensus sequences, methylation levels of their flanking regions in sperm [17], or their methylation levels in primordial germ cells at embryonic day 13.5 [18] (data not shown).

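Sperm levels of solo IAPEY and IAPLTR2a2 LTRs were lower where the surrounding sequence was poor in GC and CpG, and lower where the flanks were less methylated. For 217 solo IAPEY LTRs the rank correlation of the sperm level with GC content was 0.319, 0.464 and 0.476 in windows of 1, 10 and 100 kb, and with CpG number 0.245, 0.411 and 0.453. For 585 solo IAPLTR2a2 LTRs these were 0.236, 0.283 and 0.308, and 0.162, 0.217 and 0.279. Levels fell slightly with distance from the nearest transcription start, with rho -0.194 for IAPEY and -0.163 for IAPLTR2a2. The level of the flanking 300 bp, taken from the same reads, had rho 0.574 for the 101 IAPEY LTRs and 0.433 for the 351 IAPLTR2a2 LTRs with a measured flank. For 519 solo IAPLTR2 LTRs in tail, none of the GC, CpG and distance relations passed, with rho from -0.058 to 0.022, and the flank level had rho 0.195 in the 395 with a measured flank. The highest p among the relations that passed was 0.0043, or 0.0061 after Benjamini-Hochberg adjustment over 24 relations (two-sided permutation tests across LTRs), and copies are not replicates. In genes 4 of 48 solo IAPEY LTRs were low and between genes 16 of 169, and for IAPLTR2a2 these were 1 of 133 and 6 of 452. These relations were chosen after seeing the data, and the external flank data and germ cell data the paper used were not analysed here. IAPEY copies on the Y chromosome, which had a lower sperm median, were not set apart, and LTRs were not matched on calls. The tail levels of the IAPEY and IAPLTR2a2 LTRs were not set against their surroundings, so the relations are not shown to be particular to sperm.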

### Hypomethylated loci have specific sequences

The sequences of LTR copies even of the same subfamily display slight variations. We analyzed the LTR sequences to see whether specific sequences are associated with hypomethylation. We aligned the sequences of the 11 IAPLTR2a2 sequences determined to be hypomethylated in the sperm, with randomly selected 34 hypermethylated (methylation levels of about 0.92) IAPLTR2a2 sequences. Clustering of the sequences by the neighbor-joining method using Mega5 [19] revealed that these 45 sequences were divided into two major clades (Fig. 6a), one of which contained most of the hypomethylated LTRs. These were designated as the hypomethylated clade. Likewise, the 20 hypomethylated (in the sperm) and 22 randomly selected hypermethylated IAPEY sequences were divided into two clades, where the hypomethylated sequences were clustered together (Fig. 6b). 

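The 7 low IAPLTR2a2 copies were aligned with 34 copies drawn at random from the 351 with sperm levels above 0.9, and a neighbor-joining tree was divided at its midpoint, a choice made after seeing the data. Over 20 draws, the clade with most low copies held a median of 5 of the 7 low copies, with a range of 5 to 7. The same clade held a median of 5 of the 34 high copies, with a range of 1 to 24.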

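For IAPEY, the 24 low copies and 22 high copies drawn from 114 gave, over 20 draws, a clade with a median of 22 low copies, with a range of 22 to 24. It also held a median of 12 of the 22 high copies, with a range of 8 to 17.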

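In tail, the 4 low IAPLTR2 copies and 20 high copies drawn from 574 gave, over 20 draws, a clade with a median of 4 low copies, with a range of 3 to 4. That clade held a median of 8 of the 20 high copies, with a range of 5 to 20. In each subfamily the clade was picked by its number of low copies, and no tree with randomly labelled copies was made. The counts alone therefore do not test whether low copies cluster.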

The five hypomethylated (in the tail) and 20 randomly selected hypermethylated IAPLTR2 sequences were divided into two clades; the hypomethylated sequences were again clustered together (Fig. 6c).

**Fig. 6:**
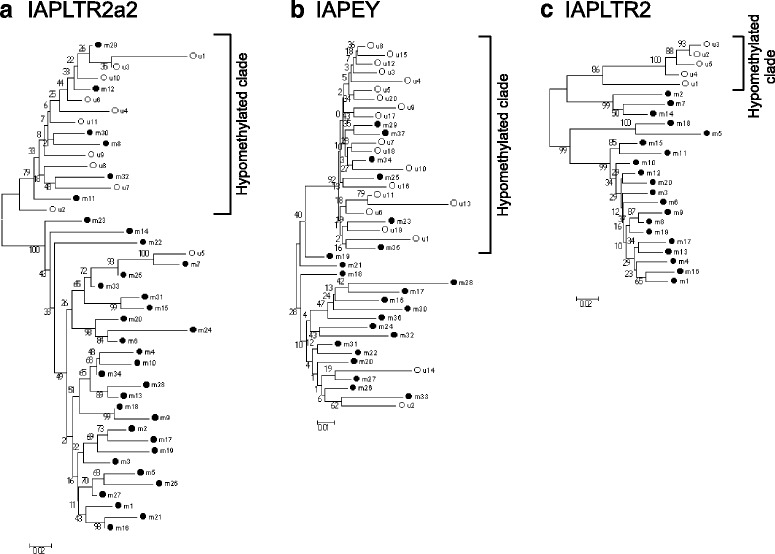
Clustering of hypermethylated LTR sequences in the phylogenetic trees. Neighbor-joining trees of members of (**a**) IAPLTR2a2, (**b**) IAPEY, and (**c**) IAPLTR2. Nucleotide sequences of the hypomethylated copies and randomly selected hypermethylated copies of the same subfamily were aligned using Clustal X [37] to generate a neighbor-joining tree on Mega5 [19]. Open and closed circles indicate hypomethylated and hypermethyated copies, respectively. In each panel, u1, u2, u3, etc. are locus names of hypomethylated copies, and m1, m2, m3, etc. are locus names of hypermethylated copies. The clade that includes the most hypomethylated copies (designated as hypomethylated clade) is indicated. The numbers on the nodes indicate bootstrap values (1000 replicates)

In each case, the clear clustering (bootstrap values >86) suggested the presence of single nucleotide variations (SNVs) or sequence blocks that discriminate the two clades. Indeed, we identified several nucleotide positions that were conserved in the hypomethylated clade but not in the other clade. Given the possibility that sequence differences may result in differences in binding of TFs, we searched sequence motifs for TF binding by FIMO [20]. This revealed that eight TF-binding motifs (Prop1, Spi1, Ubp1, Hnf4g, Mitf, Maz, Mafk, and Nf2l2) were significantly enriched in the hypomethylated clade of IAPLTR2a2. In particular, the motifs for Maz and Ubp1 were absent in all (Maz) or most (Ubp1) of hypermethylated sequences, whereas all hypomethylated sequences carried multiple motif sequences. These hypomethylated clade-specific Ubp1 and Maz-binding motifs were all located in the R region of the LTR (Fig. 7), which is known to play a role in transcriptional regulation and shows extensive sequence variation [21]. It is noteworthy that out of the eight TFs mentioned above, Maz and Ubp1 are expressed in spermatogenic cells in the published transcriptome data [22]. Therefore, it is conceivable that the binding of these TFs during spermatogenesis reduces the methylation level of their binding sites in these cells and spermatozoa. 

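Low IAPLTR2a2 copies carried many more copies of simple strings read from the motif logos of Fig. 7 than high copies did. For the string TNTCTGS, read from the Ubp1 logo, the median was 4 in the 7 low copies and 1 in the 846 high copies, and 48.3% of the high copies had none. For CCTCY, the core of the Maz logo, the medians were 6 and 0, and 83.5% of the high copies had none. The paper picked these motifs for their enrichment in hypomethylated copies of this same sperm library, so the counts are no independent test of them. Not every low copy carried them, since 1 had no TNTCTGS and 2 had no CCTCY. Strings stand in for the motif matrices of FIMO, which was not run here.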

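A string at the start of the R region alignment in Fig. 7, GGCACTC, was chosen after seeing the data. The paper formed the aligned clades by sequence, from copies chosen by their levels in this same sperm library, so comparing levels by the string is not independent of these data. It occurs in 161 of the measured solo IAPLTR2a2 LTRs, all of which carry CCTCY, and 424 lack it. The sperm median was 0.749 with the string (95% interval of the median 0.697 to 0.803) and 0.867 without it (0.849 to 0.882). The tail medians were 0.866 and 0.861. Levels at or under 0.2 in sperm occurred in 5 copies with the string and 2 without, and levels at or under 0.3 in 19 and 3. The lower median was not seen in the other LTR types. The sperm median of 28 3′ LTRs with the string was 0.859 (0.731 to 0.886), against 0.776 (0.76 to 0.794) in 392 without it, and that of 29 5′ LTRs 0.837 (0.728 to 0.882), against 0.825 (0.812 to 0.835) in 442. None of the 5′ and 3′ LTRs, with or without the string, was at or under 0.3.

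**Figure D2:**
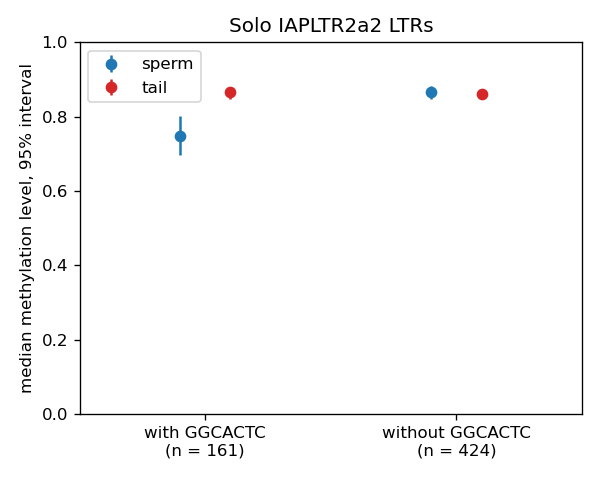
Median methylation level of solo IAPLTR2a2 LTRs with and without the string GGCACTC. The y-axis is the level as a fraction, points are medians in sperm and tail, and bars are 95% intervals of the median. The sperm median with the string, 0.749, lies below the other medians.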

Interestingly, the hypomethylated sequences tend to have more CpG sites than hypermethylated sites, especially around the TF binding motifs (Fig. 7).

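The 7 low IAPLTR2a2 copies had a median of 19 CpG sites, with a range of 16 to 23, and the 846 high copies a median of 15. Of 10000 random lists of 7 copies of the subfamily, 0.15% had so high a median. The low copies had a median length of 468 bp, against 412 bp for the high copies, and 5.31% of the lists were as long. The paper noted the CpG sites in this same library, so the lists are no independent test of them.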

**Fig. 7:**
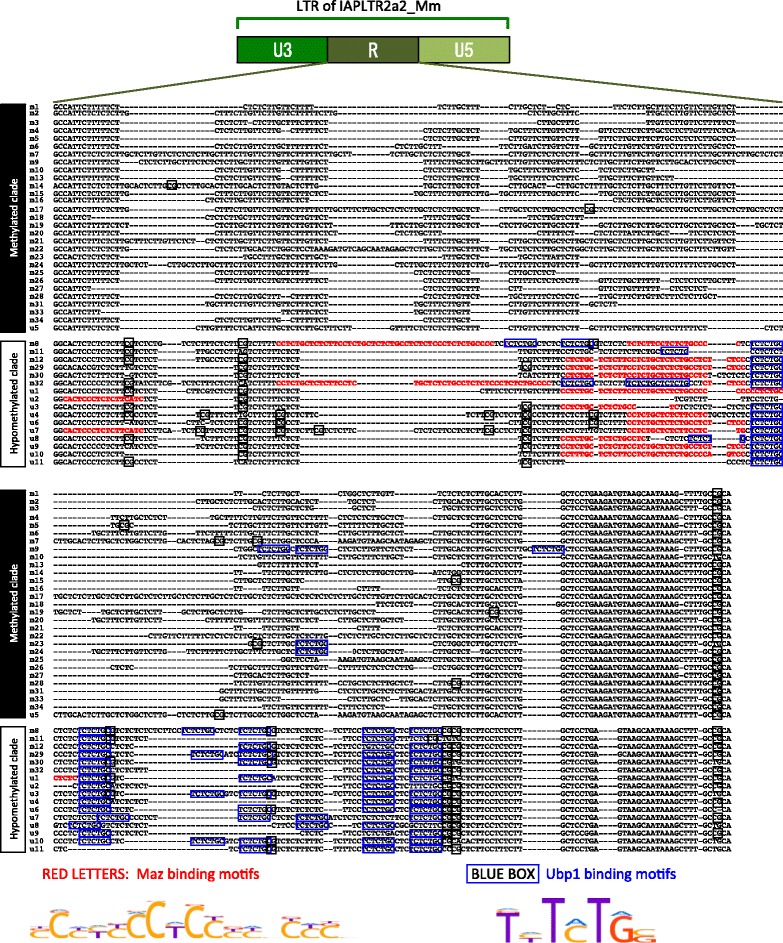
Hypomethylated clade of IAPLTR2a2 is characterized by the presence of Maz- and Ubp1-binding motifs. The nucleotide sequences of the R region of the LTR (see top for a schematic view of the LTR sub-regions) of IAPLTR2a2 copies belonging to the methylated and hypomethylated clades were aligned by Clustal X [37]. Maz-binding motifs are highlighted in red. Ubp1-binding sites are indicated by a blue box. CpG sites are indicated by a black box. Members of the hypomethylated clade carry multiple Maz and Ubp1 sites, whereas almost all members of the hypermethylated clade carry none. Sequence Logo representation of the binding motifs is shown at the bottom

For the IAPEY subfamily, we also identified clade-specific SNVs, but could not identify clade-specific TF-binding motifs. In contrast, for the IAPLTR2 subfamily, we identified Plag1 and Sp1 binding motifs that were specific to the hypomethylated clade. 

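For IAPEY, the strings TNTCTGS and CCTCY did not set low copies apart. None of the 24 low copies held TNTCTGS, and 95.1% of the 204 high copies had none either. The median number of CCTCY was 1 in the low copies and 1 in the high copies. CpG sites had medians of 24 and 23, and 26.55% of the random lists reached the median of the low copies.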

The expression of these TFs in the adult tail is unknown.

## Discussion

In the present study, we developed a method called TEPBAT to effectively analyze DNA methylation levels of genomic copies of a specific retrotransposon in bulk. In this method, a single lane of a HiSeq run was sufficient to obtain methylation data of thousands of genomic IAP LTR copies. It seems conceivable that other interspersed repeats can also be analyzed by TEPBAT if appropriately designed primers are used.

Although most of the genomic IAP LTR copies were heavily methylated in the sperm and tail, we found that LTRs of a specific subfamily exhibited a tendency to be hypomethylated, especially when specific sequences were present. This implies that the epigenetic state of IAP is dictated by the genetic sequence. Indeed, we found that several TF-binding motifs are specifically associated with hypomethylated sequences, which suggests that TF binding interferes with DNA methyltransferases, and subsequent methylation modifications (Fig. 8). A similar association between variation of TF-binding motifs and methylation levels has been observed for unique sequences as well [23–26]. However, not all copies in the hypomethylated clade were hypomethylated, suggesting that additional factor(s) may also be involved in the regulation of IAP methylation.

**Fig. 8:**
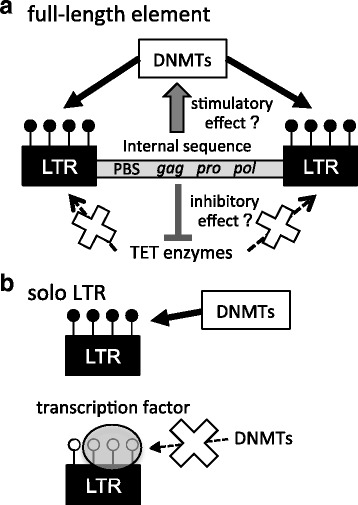
Models for molecular mechanisms that regulate IAP methylation. **a** In copies containing the internal sequence, some parts of the internal sequence may stimulate DNA methylation in their flanking LTR sequences. Closed circles represent methylated CpG sites in LTRs. DNMTs, DNA methyltransferases. TET enzymes, Ten-Eleven translocation enzymes (catalyzing oxidation of methylcytosine). PBS, primer binding site. **b** Most solo LTR copies are methylated by DNMTs (top). However, copies carrying TFBSs bind to these TFs if the TFs are expressed in the cell. This binding inhibits the action of DNMTs (bottom). The bound transcription factor is represented as a gray oval. Open circles represent unmethylated CpG sites in the LTRs

In contrast to solo LTRs, hypomethylation of 5′ and 3′ LTRs was very infrequent. A possible explanation would be that the internal sequence of IAP (*gag*, *pro*, *pol*, and 5′ and 3′ untranslated regions) carry a sequence(s) bound to a protein(s) important for de novo and/or maintenance of DNA methylation. This type of methylation regulation may include Krüppel-associated box containing zinc finger proteins (KRAB-ZFPs) that regulate the epigenetic state of their binding sequences. KRAB-ZFPs can bind DNA in a sequence-specific manner via the ZF domain, while they can also bind the KAP1 protein via the KRAB domain [27, 28]. The KAP1 protein in turn binds SetDB1, histone deacetylases, and DNA methyltransferases; therefore, the KRAB-ZFP/KAP1 complex induces a repressive chromatin state in the KRAB-ZFP binding regions. For example, among several hundred mouse KRAB-ZFPs, ZFP809 binds an endogenous copy of Mouse Leukemia Virus to induce DNA and histone H3K9 methylation in the internal sequence and LTRs [29]. Likewise, the human KRAB-ZFPs, ZNF91 and ZNF93, bind to SVA and L1 retrotransposons, respectively, leading to an induction of histone H3K9 methylation [30]. It is possible that a certain KRAB-ZFP binds to the IAP internal sequence to induce DNA methylation. ZFP819 may be a candidate because the protein has been shown to bind the IAP internal sequence (5’ UTR and the *pol* region of IAPEZ-int) and LTR (IAPLTR1a), and to regulate IAP expression [31]. In addition, not mutually exclusive, it is also possible that the internal sequence inhibits binding of the TET1, TET2, and/or TET3 enzymes, which catalyze oxidation of methylcytosine leading to loss of methylation [32].

It has been proposed that some genomic copies of retrotransposons can serve as a source of epigenetic and phenotypic diversity within a population [33]. IAP is of particular interest in this regard because several IAP copies have been shown to behave as metastable epialleles [7, 8]. These copies in the *A* ^*vy*^ *, A* ^*iap*^, and *Axin* ^*fu*^ alleles belong to the IAPLTR1 subfamily and not present in our mouse strain (C57BL6/J) [7, 8]. Thus, the mechanism for their occasional hypomethylation remains unknown. To understand the retrotransposon-mediated heritable epigenetic changes more profoundly, genome-wide analyses of epigenetic states of these sequences must be performed for different tissues of many individuals with the discrimination of individual copies. The results here demonstrate that TEPBAT offers a cost-effective method for such studies.

## Conclusions

Using TEPBAT, we revealed that solo LTRs of specific subfamilies (IAPLTR2a2 and IAPEY in sperm and IAPLTR2 in tail) tend to be hypomethylated. Binding of TFs seems to account for hypomethylation of these copies, emphasizing the importance of TFs in regulating the epigenome. It should be noted, however, that the hypomethylation of IAPLTR2a2 and IAPEY copies in the sperm does not explain the higher expression of IAP in spermatogenic cells because most of the hypomethylated copies were solo LTRs lacking the internal sequence. Although further studies will be required to solve the issue, our method can be applied to a variety of DNA methylome studies that focus on retrotransposon sequences.

## Methods

### Sequence library construction and paired-end sequencing

High-molecular-weight genomic DNA was prepared from tail and sperm samples of the same adult mouse (C57BL6/J) by a standard procedure. The DNA was treated with 10 M bisulfite (sodium and ammonium salt), as described previously [34]. The resultant DNA (25 ng) was incubated with 80 nM *tag-plus-random* primer (5’-GCAGTGAACTGACTACAGGNNNN-3′) in Klenow buffer (10 mM TrisHCl, 10 mM MgCl_2_, 1 mM DTT, and 125 μM each of dNTPs) at 94 °C for 5 min, then quickly cooled down to 4 °C. After 7.5 U of Klenow Fragment exo^−^ (New England Biolab) was added, the reaction mixture was incubated at 4 °C for 15 min. The temperature was then increased to 37 °C at the rate of 1 °C per minute and maintained at 37 °C for 90 min. After heat inactivation at 70 °C for 10 min, DNA was purified using AMPure XP (Beckman Coulter). IAP-containing genomic regions were amplified by PCR (25 cycles of 94 °C for 15 s, 55 °C for 30 s, and 68 °C for 30 s) using KOD-plus neo (Toyobo), tag primer (5’-CAGTGAAC- TGACTACAGG-3′), and either of IAP-BS1 (5’-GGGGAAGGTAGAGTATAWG-3′) or IAP-BS2 (5′-GGTTTTTGAAGATGTAAGTAATAAAGTTTT-3′) primers. The 350–450-bp long PCR products were purified by electrophoresis using a 2% agarose gel, and Illumina sequencing adaptors were added to their ends using the TruSeq DNA Sample Prep kit (Illumina). Paired-end 100-bp sequencing was carried out on a HiSeq2500 in the highoutput mode (one lane per tissue sample with equal amounts of the IAP-BS1 and IAP-BS2 libraries being mixed). About 80% of read pairs contained the tag and IAP-BS1/BS2 sequences. After removing the primer sequences (including the random tetramer region) and low-quality bases by a perl script, the read pairs were mapped to the genome (mm10) by Bismark [35] with default parameters to call the methylation state at each CpG position. With this set of parameters, read pairs with multiple hits were discarded. The mapping efficiency was 22–25%. The low mapping efficiency in comparison to PBAT (typically 50–70%) is likely due to the fact that many LTR copies are flanked by repeat elements such as IAP internal sequences.

### Bisulfite-PCR analysis

Using the bisulfite-treated tail DNA, touch-down PCR was performed as described previously [34] with locus-specific primers (forward and reverse primers were designed for the LTR and flanking region, respectively). PCR fragments were cloned into the pGEM-Teasy vector (Promega) and sequenced using 3730 DNA Analyzer (Applied Biosystems).

### Methylation analysis of IAP LTR sequences

The genomic positions of IAP sequences were obtained from the repeatmasker table from the UCSC genome browser [36]. For each LTR copy, their features (5′ LTR, 3′ LTR, or solo LTR) were manually determined (Table S1). To calculate LTR methylation levels, the methylation levels of CpG sites within the LTRs were averaged. Only those LTRs having ≧20 CpG methylation calls (sum of sequencing depth at CpG sites) were used for further analysis. Only LTRs present in the reference sequence were analyzed.

## Additional files

Additional file 1: Sequence divergence of IAPEY_LTR genomic copies. (PDF 106 kb)

Additional file 2: Table S1. Annotation and methylation levels of each IAP fragment. (XLSX 2426 kb)

## Abbreviations

H3K9: The lysine-9 residue of histone H3
IAP: Intracisternal A particle
KRAB-ZFP: Krüppel-associated box containing zinc finger protein
LTR: Long terminal repeat
PCR: Polymerase chain reaction
SNV: Single nucleotide variation
TEPBAT: Target Enrichment after Post-Bisulfite Adaptor Tagging
TF: Transcription factor

How the deposited data were processed for this re-analysis (not part of the article)

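DNA methylation of IAP LTRs was measured by TEPBAT in 1 sperm library and 1 tail library from the same adult C57BL6/J male. The authors trimmed the reads, mapped them to mm10 with Bismark at default settings, discarded pairs with several matches and deposited a percent methylation with the counts of methylated and unmethylated calls for every covered CpG position of each strand. The version of Bismark is not given in the sources used here. The deposited percent was not used further. Levels and tests were computed from the deposited counts. The sperm file holds 95744413 calls and the tail file 55366653, of which 87.7% and 88.4% are methylated.

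LTR copies came from Table S1, of which 1997 of 28601 rows were used, and from a search of GRCm38 with blastn 2.17.0 using the Table S1 LTR sequences of all subfamilies (at least 250 bp and at least 80% of the query length, the best query giving the subfamily). LTR type was set by IAP internal sequence within 100 bp of the LTR ends. Since Table S1 was used only in part, no enrichment was tested on it. Genes came from GENCODE M21. LTRs with at least 20 calls were kept. Classes were low (at or under 0.2), medium and high (above 0.8), as in the paper. The main level, fixed before the data were examined, was the mean over CpG positions. Summed calls, the alternative, match the values of Table S1.

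Sperm and tail were compared per LTR with Fisher's exact test and Benjamini-Hochberg adjustment, with a minimum difference of 0.2. The test used summed calls, while the difference and its direction came from the mean over positions. This step was tested on simulated data for 765 LTRs of Table S1, where 199 of 199 lowered LTRs and none of the unchanged LTRs were called. The simulated lowering was larger than the minimum difference of 0.2, so the full recovery does not show how differences near that limit are called. The simulated calls were independent, with 1 level per LTR, and the simulated levels came from summed calls. PCR copies and differences among positions were not simulated, so the simulation cannot show how many false calls these cause. With 1 library per tissue, these tests compare libraries and not tissues. Subfamilies and LTR types were set against 10000 random lists matched on calls. Only groups that the paper had singled out in these same libraries were set against such lists, which are therefore no independent test. Permutation tests used 100000 resamples. Intervals of shares are exact binomial (Clopper-Pearson) at 95%. Sequences were aligned with MAFFT 7.526 and trees made with scikit-bio 0.7.3. Calculations used Python 3.11.15, scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3.

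LTRs named in the text were chosen by a rule: the 8 loci with coordinates in Fig. 2 and Fig. 3, every Table S1 LTR at or under 0.2, the 5 largest called differences of Table S1 in each direction with at least 100 calls in both libraries, the 10 lowest genome-wide LTRs of each library with the same minimum, and LTRs near the genes of a literature list. The LTR low in both libraries on chromosome X falls outside the rule and was named after its values were seen. Table S1 levels had been seen when the rule was written. Alternatives were call minimums of 10, 100 and 200, summed calls, positions with at least 5 calls, merged strands, LTRs shortened by 20 bp, other class limits and differences, and a query length of 50%. Trees, the string GGCACTC, random lists from other sets of LTRs, genome-wide pairs, neighbourhood relations and comparisons of LTR parts were added after seeing the data. A comparison of medium levels between 5′ and 3′ LTRs in sperm was set up for the closing section and dropped before it was tested, once the main level gave shares of 23.8% and 22.9%. The comparison of parts of 5′ LTRs took its place after its values were seen. Genome-wide pairs were LTRs of the same strand 3 to 9 kb apart.

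Control regions were thin. On the mitochondrial genome, 8 of 1277 tail calls were methylated, which is 0.626% (exact 95% interval 0.271 to 1.23), and 5 of 71 sperm calls, which is 7.04% (2.33 to 15.7). Of 21 imprinted and germline promoters listed before the data were examined, 3 had at least 20 calls in sperm and 4 in tail. Peg3 had no methylated call among 29 and Dazl none among 20 in sperm. Zrsr1 had 1 of 87 in sperm and none of 52 in tail. In tail, Kcnq1ot1 had 3 of 30, Plagl1 5 of 24 and Inpp5f 15 of 47. These imprinted promoters were listed as methylated on the maternal allele in somatic tissue. The upper 95% bounds in tail were 6.85% for Zrsr1, 26.5% for Kcnq1ot1, 42.2% for Plagl1 and 47.1% for Inpp5f. All lie below an equal share of methylated and unmethylated calls, but these bounds cover counting error only. Each window was 1 kb on either side of the annotated gene start. Whether it holds the region methylated on 1 allele was not checked. The tail values therefore cannot show whether the controls reached the level of 1 methylated allele. The cause of the low shares was not tested.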

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

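The tests of bisulfite conversion and of library preparations, and the comparisons by the string GGCACTC, of parts of 5′ LTRs, of flanks and of internal sequences, were chosen only after the result was seen.

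The lower LTR levels in sperm were weighed first, over all LTR types together. The lower median was seen in 5′ LTRs (0.859 in sperm and 0.909 in tail) and 3′ LTRs (0.874 and 0.903). It was not seen in solo LTRs (0.896 and 0.893). Incomplete conversion of the tail DNA would need 23.5% of unmethylated cytosines to be read as methylated, and the upper bound on the mitochondrial genome in tail was 1.23%. Positions covered in a single library do not account for it, since the median of sperm minus tail over shared positions was -0.025 (95% bootstrap interval -0.027 to -0.024, 7805 LTRs). Thin LTRs do not either, since it was -0.022 (-0.025 to -0.02) in 5686 LTRs with at least 1000 calls in both libraries. A difference between the library preparations of sperm and tail stays open, because there is 1 library per tissue, and it cannot be told apart from a difference between the tissues, which was not tested. The libraries did differ in where their calls lay. The part upstream of the LTR midpoint held 46.0% of the calls in sperm and 63.6% in tail for 5′ LTRs. These shares were 16.1% and 26.8% for solo LTRs, and 9.3% and 17.5% for 3′ LTRs. Summed calls weight the parts of an LTR by these shares.

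Within 5′ LTRs, the part next to the internal sequence was lower than the part next to the flank in sperm but not in tail. The difference of inner minus outer was -0.027 in sperm and 0.005 in tail, a gap of -0.032 (sign-flip permutation test across 2052 LTRs, two-sided, p = 1e-05, the smallest the permutations can give), while 3′ LTRs had -0.062 in sperm and -0.058 in tail, a gap of -0.003 (permutation p = 0.42). The gap was -0.029 (-0.036 to -0.022) with at least 200 calls in each part, and -0.026 (-0.032 to -0.02) over shared positions. Reads exchanged among the measured 5′ LTRs, reads from unmeasured copies, the primers that read each part and the library preparations stay open, as does a difference between the tissues, which was not tested.

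The flanks of low solo LTRs were less methylated in sperm than those of high solo LTRs, in data the paper does not report on. Over 300 bp on each side the median was 0.24 (95% interval 0.08 to 0.32) in 17 low LTRs, of which 7 had a flank at or under 0.2, against 0.914 in 1307 high LTRs. LTR ends placed too far inside do not account for it, since without the first 50 bp the median was 0.24 (95% interval of the median 0.0 to 0.467, 13 LTRs). Annotated promoters do not either, since 2.86% of the 35 low solo LTRs (0.0723 to 14.9) lay within 1 kb of a transcription start. The flank calls come from the same reads as the LTR calls, so an effect of the amplified fragments stays open beside a property of the region, and neither was tested.

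The string GGCACTC went with a lower level of solo IAPLTR2a2 LTRs in sperm and not in tail, and the difference between the libraries in its effect was -0.154 across 585 LTRs. The string comes from an alignment of sequence clades whose copies the paper chose by their levels in this same sperm library, so the comparison is not independent of these data. The IAP internal sequences of Table S1, whose measured levels the paper does not discuss, had a median of sperm minus tail of -0.074 in 364 rows, with medians of 0.761 and 0.839.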

How the results depend on the processing

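Of 346 answers to a comparison under an alternative, 301 stayed on their side of the threshold or within 1.5 times. Some of these could not move, since another limit for low leaves the number of measured LTRs as it was. A change of direction was looked for only in the LTR pairs and the parts of solo LTRs, and none was found. The comparisons by GGCACTC, of the Y chromosome, of parts of 5′ LTRs and of surroundings are not among the 346. Of the other values, which have no direction, 94 moved, and the order of the LTR types in tail changed with summed calls. The count of low IAPLTR2a2 LTRs in sperm passed random lists drawn, by a choice made after seeing the data, outside IAPEY (3.56% of lists as high, 0.04% with summed calls) or from the targeted subfamilies (0.07%, and 0.0% with summed calls). Both choices leave out the low IAPEY copies. The targeted subfamilies also leave out the 5 low IAPEY2 copies and the 1 low IAPEY3 copy. For the changes below the cause was not tested, unless the alternative leaves out LTRs or widens a limit. With at least 100 calls, low LTRs in sperm numbered 21, of which 17 solo and 11 IAPEY, and with at least 200 calls 16, 12 and 9, since LTRs with fewer calls are left out. In both cases 0 LTRs were low in both libraries and 3 LTRs of Table S1 were low in sperm. With 10 calls, 2 LTRs were low in both and 1 LTR of Table S1 was low in tail. With summed calls, low LTRs in tail numbered 10, of which 8 solo, medium LTRs in tail 548 (48 in Table S1), low IAPLTR2a2 LTRs in sperm 11, and LTRs low in both 2. With positions of at least 5 calls, medium LTRs in tail numbered 675 (66 in Table S1). With LTRs shortened by 20 bp, 285 were called lower in tail (29 in Table S1). With low defined as at or under 0.3, chosen for the genome-wide counts after seeing the data, low LTRs numbered 73 in sperm (62 solo, 22 IAPLTR2a2), 12 in tail (9 solo, 7 IAPLTR2) and 2 in both, and 1.05% of random lists were as long as the low IAPLTR2a2 copies. With a minimum difference of 0.1, also chosen for the genome-wide set after seeing the data, 1532 LTRs were called lower in sperm and 561 lower in tail (141 and 49 in Table S1), and with 0.3, 284 and 66 (14 and 3). The tail correlation of LTR pairs no longer passed with 100 calls (rho 0.112), with 200 calls (0.124) or with the targeted subfamilies alone (0.128). No paired analysis was possible because each tissue has 1 library.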

Differences from the paper's values

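Summed calls matched the Table S1 level of all 792 sperm LTRs and all 778 tail LTRs, the mean over positions that of 165 and 125. All alternatives in this paragraph other than summed calls use the mean over positions. With summed calls every value in this paragraph came within 1.5 times of the paper's, so these gaps go with the level used. The paper's 612 medium LTRs in tail compare with 1113. Of the alternatives set before the data were examined, a minimum of 200 calls (887), summed calls (548) and positions with at least 5 calls (675) came within 1.5 times, and 10 calls, 100 calls, merged strands, shortened LTRs and the lower query length did not. The paper's 14 low LTRs in tail compare with 6, and summed calls (10) came within 1.5 times, while the other 7 alternatives did not. The paper's 13 low IAPLTR2a2 LTRs in sperm compare with 7. Summed calls (11), shortened LTRs (10) and positions with at least 5 calls (9) came within 1.5 times, and the minimums of 10, 100 and 200 calls, merged strands and the lower query length did not. The paper's 7 low IAPLTR2 LTRs in tail compare with 4, and summed calls (5) came within 1.5 times, while the other 7 alternatives did not. The paper's 10 low solo LTRs in tail compare with 5. Summed calls (8) and positions with at least 5 calls (7) came within 1.5 times, and the other 6 alternatives did not. The paper's 3 LTRs low in both libraries compare with 1. A minimum of 10 calls (2) and summed calls (2) came within 1.5 times, and the other 6 alternatives did not. The paper's level of locus3 in tail of individual #1, 0.03, compares with 0.106, and summed calls gave 0.03, while positions with at least 5 calls and merged strands gave 0.106. The LTRs counted here were found by sequence and are not the paper's list. Low and medium LTRs were counted here among those measured in both libraries. The paper's class counts add up to more LTRs than the 8153 it measured in both, so the sets differ.

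The paper's depth of 320 calls per CpG position compares with 945.4 in sperm and 536.9 in tail, and its 3200 calls per LTR with means of 9584 and 5615. The medians per LTR, 4026 and 2464, are within 1.5 times of the paper's value, a comparison chosen after seeing the values. No alternative was run for these.

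The paper states that all hypomethylated IAPLTR2a2 sequences carry several Maz and Ubp1 motifs, and its Fig. 7 shows them in members of the hypomethylated clade. Of the 7 low copies here 2 had no CCTCY and 1 had no TNTCTGS, strings that are simpler than the motifs. These 7 were chosen by the mean over positions and without regard to clade. They are not the copies the paper aligned, so the counts do not test its statement. The paper reports no strong correlation of the level of solo LTRs with their surroundings and gives no limit for strong. The rank correlation with GC content in 100 kb was 0.476 for IAPEY and 0.308 for IAPLTR2a2 in sperm and -0.058 for IAPLTR2 in tail, and that with the flank level, taken from these reads and not from the paper's external data, was 0.574, 0.433 and 0.195.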

Other observations

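LTRs near genes known from the literature for variably methylated IAP copies went against the general direction. The list of 11 genes was written from memory before the data were examined, and 9 of them had a measured LTR within 10 kb. All 16 of these LTRs were lower in tail than in sperm by the mean over positions. With summed calls the 3′ LTR at Bmf was higher in tail (0.955 in sperm and 0.963 in tail) and the 3′ LTR at Eps8l1 had 0.898 in both. The median of sperm minus tail was 0.132, against -0.026 for random lists matched on calls, and no list in 10000 was as high. The median tail level was 0.755, against 0.902. A solo IAPLTR2 LTR at Rab6b, which encodes a Rab GTPase, had 0.871 in sperm and 0.324 in tail. The 5′ LTR at Eps8l1 had 0.935 and 0.588, and the LTRs at Marveld2, which encodes a tight junction protein, had 0.919 and 0.853 in sperm and 0.658 and 0.661 in tail. At Pink1, a kinase gene of mitochondrial quality control, the levels were 0.824 and 0.469, but 0.931 and 0.834 with summed calls. Several LTRs belong to the same element, so the 16 are not independent.

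In solo LTRs, the part upstream of the midpoint was lower than the downstream part, by a mean of -0.024 in sperm and -0.041 in tail (sign-flip permutation tests across 1645 and 1686 LTRs, p = 1e-05 each, the smallest the permutations can give). The divergence from the consensus given in Table S1 had a median of 49.5 (milliDiv) in 6 low IAPEY LTRs and 52.0 in 25 high ones, and was 123.0 in the 1 low IAPLTR2a2 LTR against a median of 43.0 in 72 high ones.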
